# Unique microglia expression profile in developing white matter

**DOI:** 10.1186/s13104-019-4410-1

**Published:** 2019-07-01

**Authors:** Ori Staszewski, Nora Hagemeyer

**Keywords:** Amoeboid microglia, RNA sequencing, White matter, Grey matter

## Abstract

**Objective:**

Recently we demonstrated that amoeboid microglia in white matter regions are essential for proper oligodendrocyte homeostasis and myelinogenesis in the first postnatal week. Amoeboid microglia in the mouse corpus callosum change their activation profile within few days after postnatal day (P)7 with microglia of the cerebellum showing similar features. Here we expanded our previous transcriptional analysis and performed detailed bulk RNA sequencing of microglia from corpus callosum, cortex and cerebellum at P7, P10 and P42. The goal of this study was to identify a specific gene profile for both, white matter and grey matter microglia during development.

**Results:**

Microglia in white matter regions display unique characteristics in the first postnatal week of murine life. In both the corpus callosum and cerebellum microglia show amoeboid morphology and a similar transcription profile during development including high expression of genes related to priming of microglia, phagocytosis and migration at P7; characteristics which are already lost at P10. Together these data verify our previous transcriptional data obtained by microarray analysis and enable a more complete view into white matter and grey matter microglia at different developmental stages.

**Electronic supplementary material:**

The online version of this article (10.1186/s13104-019-4410-1) contains supplementary material, which is available to authorized users.

## Introduction

Microglia are the resident myeloid cells in the brain parenchyma with diverse functions during homeostasis and disease [1]. The accumulation of activated microglia with an amoeboid morphology along the ventricles and white matter regions within the first postnatal week was described as early as 1932 [2, 3]. This phenomenon was not restricted to rodents; in 1939 Kershman coined the term “fountain of microglia” for hot spots of activated microglia during human embryogenesis [4]. Many decades later this phenomena was confirmed by several studies [5–10]. Their function, however, has remained unknown. Recently we identified an essential role for amoeboid microglia in murine white matter regions for oligodendrocyte homeostasis and myelinogenesis during the first postnatal week [11], an observation which was replicated shortly after [12]. On the transcriptional level, microarray based analysis showed that microglia of the corpus callosum (CC) at postnatal day (P)7 are highly activated compared to cortical microglia. As we observed that the amoeboid phenotype rapidly changed within a few days after P7 and cerebellar microglia appeared to display very similar characteristics to callosal microglia, we proceeded here to analyze microglia during development in a more detailed way, by assessing P7, P10 and adult (P42) microglia from the CC, cortex (Cx) and cerebellum (Cb) with bulk RNA sequencing. Our data identify that the transcriptional profile of microglia in the CC and Cb at P7 and P10 is driven largely by age and much less by the specific brain region assayed and cortical microglia show a transcriptional profile different from white matter microglia. Finally, at P42 microglia from all brain regions appeared to share a common transcriptional pattern. These data suggest that early during postnatal development white matter microglia in all brain regions possess a unique transcriptional profile compared with grey matter that is lost during maturation.

## Main text

### Materials and methods

#### Mice

*Cx3cr1*^*GFP/WT*^ and wildtype (C57BL/6 J) mice were bred in-house under pathogen-free conditions. All animal experiments were approved by the Regierungspräsidium Freiburg, Germany, Section: Landwirtschaft, Ländlicher Raum, Veterinär- und Lebensmittelwesen. Application no. G17/55 and X-16/04.

#### Cell sorting and histology

Tissue samples were prepared as described before [11, 13]. Briefly, mice were lethally anesthetized and perfused. Brain tissue was fixed in 4% PFA for immunohistochemistry or brain regions were separated and homogenized for cell sorting.

Cell sorting was done on a MoFlo Astrios (Beckman Coulter, Krefeld, Germany). Live/Dead stain: Fixable Viability Dye eFluor^®^506 (eBioscience, San Diego, USA). Fc block: Fc-receptor blocking antibody CD16/CD32 (clone:2.4G2, BD Bioscience, Heidelberg, Germany). Antibodies used: anti-CD45 (clone:30-F11, eBioscience, San Diego, USA), anti-CD11b (clone:M1/70, eBioscience, San Diego, USA), anti-Gr1 (clone:RB6-8C5, Biolegend, Fell, Germany).

For immunofluorescence staining tissues were treated as described before [11]. Briefly, mouse brains were fixed overnight, dehydrated and embedded in Tissue-Tek^®^O.C.T.TM Compound (Sakura Finetek Europ B.V., Netherlands). 12 µm cryosections were stained. Primary antibodies used: IBA-1 (1:500, Cat. No.: NB100-1028, Novus Biologicals, Wiesbaden, Germany), SPP1 (1:200, Cat. No.: ab8448, abcam, Berlin, Germany), CLEC7A (1:30, Cat. No.: mabg-mdect, InvivoGen, Toulouse, France) and CD206 (1:100, Cat. No.: MCA2235, Bio-Rad, Munich, Germany). Secondary antibodies used: Alexa Fluor 555, Alexa Fluor 568, Alexa Fluor 488, Alexa Fluor 647 1:500 (Life technologies, Darmstadt, Germany). Nuclei counterstaining: 4,6-diamidino-2-phenylindole (DAPI, 1:10,000, Cat. No.: 236276, Boehringer, Mannheim, Germany). Imaging was performed on the BZ-9000 Biorevo microscope (Keyence, Neu-Isenburg, Germany). N = 3–4/timepoint. Quantification of microglia (Fig. 1c) was performed on three parasagittal brain sections (every 10th section starting at the level of the rostral migratory stream) per animal (N = 3 mice).

#### RNA sequencing

FACS-sorted microglia were processed at the Genomics Core Facility “KFB-Center of Excellence for Fluorescent Bioanalytics” (University of Regensburg, Regensburg, Germany; http://www.kfb-regensburg.de). Library preparation and RNA sequencing was performed as described before [13]. Quality control of Fastq Files was done using FastQC [14]. Using the Star aligner (version 2.5.2b), reads were mapped to the GRCm38 mouse genome [15]. Read counts were acquired by the featureCounts (version 1.6.2) package with essentially standard settings. Specifically counts were combined at the gene level, multimapping and multi overlapping counts were discarded and reads were required to overlap by at least 1 base with an annotated feature. Differential gene expression analysis was done by the limma/voom (version 3.38) pipeline in R following the limma vignette [16–18]. Specifically genes with zero reads were discarded. Following counts were summarized for each gene over all samples and the lower third of genes were removed (averaging to about 1.5 counts per sample). 

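The deposited table holds reads counted on 48587 genes and on 92 spike-in sequences, which were left out. Of these genes, 17212 had no read in any of the 33 libraries. The remaining 31375 genes were ranked by their count summed over all libraries and the lowest 10458 were removed, which left 20917 genes for testing. The largest summed count among the removed genes was 26, an average of 0.788 counts per library.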

After prefiltering the limma/voom pipeline was followed as described the vignette. Heatmaps were created using the ComplexHeatmaps R package [19]. Pathway Analysis was conducted using Ingenuity Pathway Analysis (IPA, Qiagen). For IPA analysis all genes with an adjust p-value of < 0.01 were retained and IPA analysis was performed with standard settings except that only experimentally observed interactions in mouse datasets were queried.

### Results

To investigate the expression profile of microglia during development in white and grey matter regions, we performed bulk RNA sequencing of fluorescent activated cell sorted (FACS) microglia (CD45^+^, CD11b^+^, Gr^−^) of the CC, Cx and Cb at postnatal day P7, P10 and P42. 

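The sorted microglia gave 9 groups, 1 for each region and age, with 1 RNA-seq library per sample. Each group held 3 libraries at P7 (2 from male and 1 from female mice) and 4 at P10 and at P42 (2 from each sex). The authors deposited the number of reads that featureCounts assigned to each gene of GRCm38, without normalization. Reads were discarded by the authors when they mapped to several places or overlapped several genes. Between 22761090 and 58065163 reads per library were counted on genes, with a median of 34651972. The median was 31090368 in the CC, 30526207 in the Cx and 38511058 in the Cb at P7, 32382766, 42755452 and 37577089 at P10, and 29425142, 33284867 and 35437623 at P42. Counts were scaled with edgeR's TMM factors and are given below as CPM. All 33 libraries entered a single model with the 9 groups. A gene was called differentially expressed at an adjusted p-value of 0.01 or less and an absolute log2 fold change of 1 or more, the limits given in the legend of Fig. 1a. Gene symbols and positions are those of the table, and positions are on GRCm38. The paper describes largely standard settings, which in featureCounts ignore the strand, and does not name the strand. When 200 genes were changed in counts simulated from these libraries, the test called 117 of them (58.5%) between the CC and Cx at P7, and no unchanged gene.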

By analyzing the gene expression of microglia at these different ages and brain regions it became clear, that microglia of the CC and Cb display a similar expression profile. In these brain regions, the developmental stage had a higher impact on gene expression compared to brain region itself (Fig. 1a). In contrast, cortical microglia at P7 and P10 clustered separately from CC and Cb microglia at P7 and P10. This suggests that, in this instance, the brain region itself had higher impact on the gene profile of cortical microglia than did age. 

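At P7, 138 genes were differentially expressed between the CC and Cx, 108 of them higher in the CC, and 63 between the Cb and Cx, 52 of them higher in the Cb. Between the CC and Cb, 15 genes passed, 1 of them higher in the CC. At P10, 121 genes passed between the CC and Cx (60 higher in the CC), 31 between the Cb and Cx (27 higher in the Cb) and 17 between the CC and Cb (1 higher in the CC). DESeq2's Wald test moved the count between the CC and Cx at P7 most among the alternatives, to 258 genes. Leaving out 1 library at a time gave at least 91 genes for that comparison (without CC replicate 3), and at least 7 between the CC and Cb at P7 (without Cb replicate 1). At P10 it gave between 77 (without Cx replicate 3) and 146 genes between the CC and Cx. Between the CC and Cb at P10 it gave up to 36 genes (both highest without CC replicate 2).
Of the genes called, 44 at P7 and 24 at P10 were called in both comparisons with the Cx, each in the same direction. Across the 10086 genes with a mean log2 CPM of at least 1, the log2 fold changes of the CC and of the Cb against the Cx had a Pearson correlation of 0.674 at P7 and 0.535 at P10. Genes are not independent replicates, and both comparisons use the same Cx libraries. When 3 groups without any difference were simulated at each age, the median correlation was 0.5 at P7 and 0.5 at P10 over 20 simulations, and the highest 0.53 and 0.52. The median number of genes called in both comparisons was 0. The simulated groups had the same spread for each gene, which the real groups need not have.
Genes are ranked here among those with a mean of at least 10 CPM and no overlap of the libraries compared. The largest increase in the CC at P7 was that of Slpi (chromosome 2, 164354070 to 164389095), with 152 ± 20.1 (SD, n = 3) CPM in the CC, 18.7 ± 4.44 (SD, n = 3) in the Cb and 0.599 ± 0.474 (SD, n = 3) in the Cx. Its log2 fold change between the CC and Cx was 7.96 (standard error 1.01, adjusted p = 1.9e-05 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), and it was higher in 3 of 3 CC libraries than in every Cx library. The decrease of Khdrbs3 (chromosome 15, 68928420 to 69093512) from the Cx (45.4 ± 2.50 (SD, n = 3)) was found in every library of the CC (13.0 ± 1.90 (SD, n = 3)) and Cb (14.4 ± 4.97 (SD, n = 3)). It had log2 fold changes of -1.81 and -1.66 (adjusted p = 1.2e-05 and 7.5e-05 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). The largest difference between the CC and Cb at P7 in this ranking was that of Spint1 (chromosome 2, 119237362 to 119249527), with 24.6 ± 10.1 (SD, n = 3) CPM in the CC and 123 ± 12.8 (SD, n = 3) in the Cb. It had a log2 fold change of -2.31 (standard error 0.22, adjusted p = 2.5e-07 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). No single library left out changed these 3 calls.

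**Figure D1:**
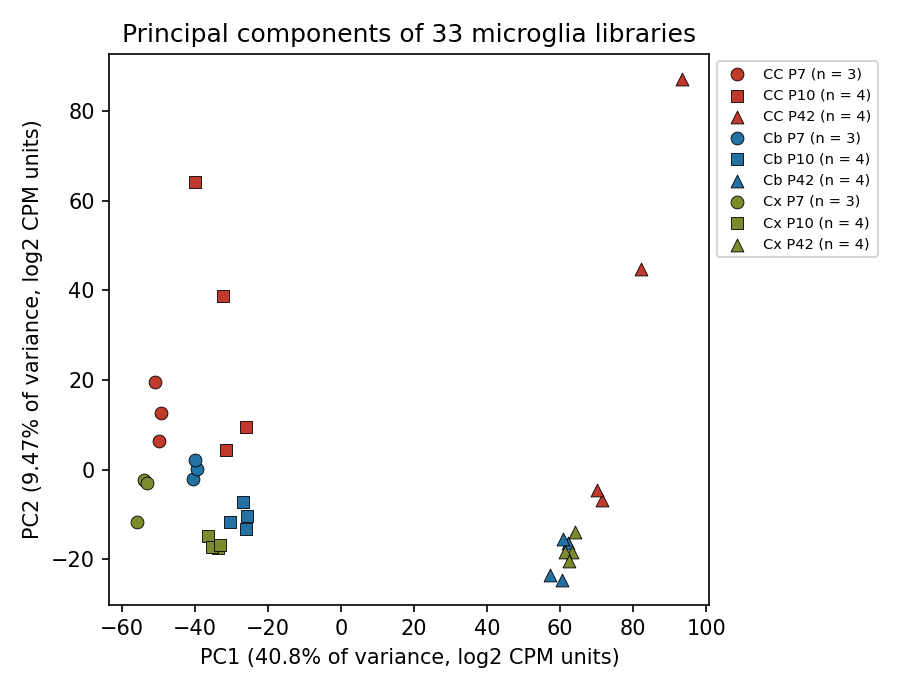
Principal components of log2 CPM of the same 10086 genes, with 1 point per library. The axes give component 1 (40.8% of the variance) and component 2 (9.47%), the colours the regions and the symbols the ages. The 12 libraries of P42 lie apart from the 21 libraries of P7 and P10 on component 1.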

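The share of variance explained by age and by region was taken over the 10086 genes above, in the 14 CC and Cb libraries of P7 and P10. Age explained 14.8% and region 13.0% of it. The share of age was larger than in every other arrangement of the labels, and that of region larger than in every other but its mirror image (exact permutation test, one-sided, p = 0.000816 over 1225 arrangements for age and p = 0.00143 over 1400 for region, the smallest p that each allows). Whether age exceeded region was not tested. With the 2868 genes called in any comparison in place of the 10086, the setting that moved the shares most, age explained 29.2% and region 16.6%. Region had the larger share in 4 of the 14 fits that each left out 1 library. Region then explained 13.6% against 13.1% for age without CC P7 replicate 1, 14.7% against 13.5% without CC P7 replicate 2, 14.1% against 13.0% without CC P7 replicate 3, and 15.6% against 15.1% without CC P10 replicate 2.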

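Hierarchical clustering with Euclidean distance and complete linkage, the defaults of the heatmap package named in the methods, was run on row-scaled log2 CPM of the 2868 genes called in any comparison of 2 regions or 2 ages. The 7 Cx libraries of P7 and P10 lay in a branch of 11 together with the 4 Cb libraries of P10. The 3 CC and 3 Cb libraries of P7 formed a branch of their own, as did the 4 CC libraries of P10. The smallest branch with all CC and Cb libraries of P7 and P10 therefore also held the 7 Cx libraries of those ages. With average linkage, and with 1 minus the Pearson correlation as distance, the Cx branch held 14 other libraries in place of 4, as it did without Cx P7 replicate 3. When only the 408 genes called between regions were used, a choice made after seeing these values, the 7 Cx libraries formed a branch with 0 others, and the branch of the CC and Cb at P7 then held 15 others.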

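In the CC and Cx libraries of P7 and P10, region explained 19.0% of the variance and age 15.5%. In the Cb and Cx libraries of the same ages, age explained 22.9% and region 18.9%. Each of the 14 fits that left out 1 library kept the order of the shares in both pairs. The order of the Cb and Cx pair changed with the 500 most variable genes (region 23.6%, age 18.9%) and with the genes called in any comparison (27.6% and 27.3%), and that of the CC and Cx pair with row-scaled values (19.1% and 20.4%).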

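Among adult microglia at P42, 51 genes were differentially expressed between the CC and Cx (20 higher in the CC), 120 between the Cb and Cx (84 higher in the Cb) and 88 between the CC and Cb (22 higher in the CC). Fits of only the groups compared gave 0 genes between the CC and Cx and 1 between the CC and Cb, although at an unadjusted p under 0.05 the model of all libraries gave 3485 and 4285. Leaving out 1 library at a time gave between 25 (without Cx replicate 1) and 89 (without CC replicate 3) genes for the CC against the Cx, and between 46 (without Cb replicate 1) and 143 (without CC replicate 3) for the CC against the Cb. Both comparisons with the Cx shared 17 genes. Their log2 fold changes had a Pearson correlation of 0.416 across genes, where simulated groups without any difference gave a median of 0.5 and at most 0.53. The simulation gave all groups the same spread. On component 2, the CC libraries of P42 ranged from -6.68 to 87.12, and those of the Cx from -20.39 to -14. A wider spread in the CC lowers this correlation by itself, so 0.416 cannot be judged against 0.5.
The mean distance between libraries of different regions was 1.21 times that between libraries of 1 region at P7, 1.18 times at P10 and 1.13 times at P42 (exact permutation tests, one-sided, p = 0.00357 over 280 arrangements at P7 and 0.000173 over 5775 at P10 and P42, the smallest p that each allows). The 12 libraries of P42 formed a branch of their own in the clustering.
Klf2 (chromosome 8, 72319033 to 72321656) had 24.7 ± 10.4 (SD, n = 4) CPM in the CC and 2.06 ± 0.479 (SD, n = 4) in the Cx, and at most 64.2 CPM in the 4 libraries of the Cb. Its log2 fold change against the Cx was 3.59 in the CC (standard error 0.28, adjusted p = 2.2e-09) and 4.45 in the Cb (standard error 0.29, adjusted p = 9.8e-12, both from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), and every library of both regions lay above every Cx library. Lpl (chromosome 8, 68880491 to 68907448) had 152 ± 46.9 (SD, n = 4) CPM in the CC and 27.9 ± 6.60 (SD, n = 4) in the Cx, a log2 fold change of 2.45 (adjusted p = 2.2e-09 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). In fits of only the groups compared, the adjusted p of the CC against the Cx was 0.017 for both genes (over all alternatives, 3e-39 to 0.017 for Klf2 and 2.7e-38 to 0.017 for Lpl, Benjamini-Hochberg adjustment). Upk1b (chromosome 16, 38773184 to 38800203) was lower in every Cb library (36.4 ± 12.1 (SD, n = 4)) than in the CC (166 ± 35.9 (SD, n = 4)) and Cx (240 ± 34.9 (SD, n = 4)), with a log2 fold change of -2.72 in the Cb against the Cx (adjusted p = 5.1e-06 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted).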

Finally, at P42, microglia of all brain regions investigated were quantitatively similar at the gene expression level. Next, using *Cx3cr1*^*GFP/WT*^ mice to assess microglia morphology using immunofluorescent analysis, we observed that microglia of the CC and Cb at P7 had an amoeboid shape, indicative of a high activation state of these cells (Fig. 1b white arrow). In contrast, cortical microglia had a ramified -not activated-morphology (Fig. 1b yellow arrow). Moreover, cell dynamics during development were very similar in the CC and Cb showing higher cell numbers at P7 and P10 compared to cortical microglia which decreased until P21 (Fig. 1c). Cortical microglia numbers increased up to P10 and showed a milder subsequent decline. Together these data indicate that developmental transcriptional profile, morphological phenotype, and cell dynamics are similar between microglia of the CC and Cb and different from cortical microglia.

**Fig. 1:**
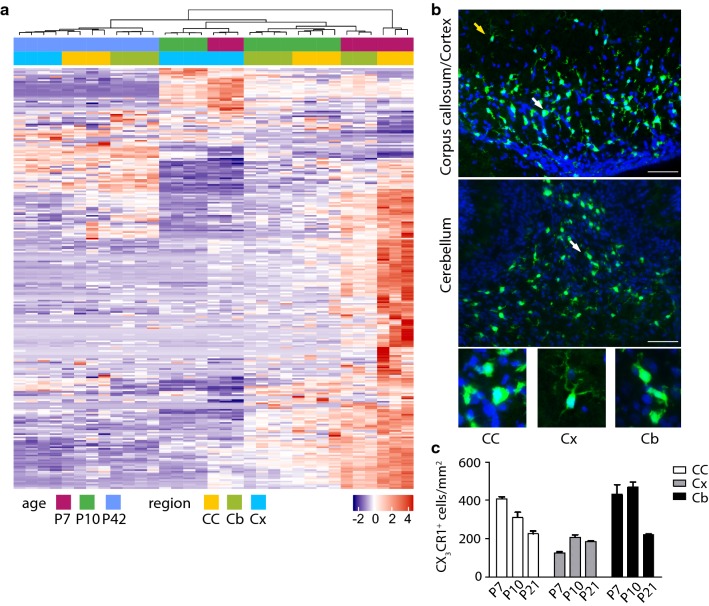
**a** Heatmap of the most regulated genes (all genes with absolute log2fold-change ≥ 1 and adjust p-value ≤ 0.01) in the corpus callosum (CC), cerebellum (Cb) and cortex (Cx) at different ages [postnatal day (P)7, 10, 42]. **b** Representative immunofluorescent images of *Cx3cr1*^*GFP/WT*^ mice at P7 showing microglia (green) with a ramified morphology in the cortex (yellow error) and amoeboid microglia (white errors) in the CC and Cb. Scale bar 200 µm; blue = DAPI. **c** Quantification of CX_3_CR1^+^ microglia in the CC, Cx and Cb at P7, P10 and P21; N = 3 mice per timepoint

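In the CC, 196 genes were differentially expressed between P10 and P7, 83 higher at P10 and 113 higher at P7. At an adjusted p under 0.01, the limit the methods give for the pathway analysis, 587 genes were retained, 244 higher and 343 lower at P10. Without CC P7 replicate 3, 335 genes were retained. Fits of only the groups compared moved both numbers by the largest factor, to 60 and 123.
The gene sets of the commercial pathway software are not part of the deposited data. Lists for phagocytosis, chemotaxis and apoptosis were therefore written before the data were examined and tested with camera at a preset correlation between genes of 0.01. The 47 phagocytosis genes had a median log2 fold change between P10 and P7 of -0.09 (adjusted p = 0.43, camera with Benjamini-Hochberg adjustment), or -0.04 with the 5 genes at the detection limit set to their bound. The 40 chemotaxis genes had a median of 0 (adjusted p = 0.64) and the 42 apoptosis genes of -0.06 (adjusted p = 0.55, both from camera, Benjamini-Hochberg adjusted). Without CC P10 replicate 1 the phagocytosis median was 0, and without CC P10 replicate 3 the chemotaxis median was -0.14. The apoptosis median changed sign in 3 of 7 fits that left out 1 library, and reached 0.04 without CC P7 replicate 3. With fry the adjusted p was 0.013 for both the phagocytosis and the apoptosis list (Benjamini-Hochberg adjustment).
Among genes with a mean of at least 10 CPM and no overlap of the libraries compared, Gpnmb (chromosome 6, 49036546 to 49070929) fell most, from 828 ± 63.4 (SD, n = 3) CPM at P7 to 4.95 ± 5.19 (SD, n = 4) at P10. It had a log2 fold change of -7.38 (standard error 0.91, adjusted p = 2.6e-06 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Of the same genes, Gm44545 (chromosome 7, 100950817 to 100951562) rose most, from 2.00 ± 0.544 (SD, n = 3) to 18.0 ± 0.896 (SD, n = 4) CPM (log2 fold change 3.18, adjusted p = 5.7e-08 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). It is a predicted gene on the opposite strand of P2ry6, between exons of that gene, so its reads cannot be assigned with certainty if the counting ignored the strand.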

To more closely assess differences in gene expression over time, we performed pathway analyses, which demonstrated a higher expression of genes related to apoptosis at P10 compared to P7 in the CC, whereas at P7, genes related to phagocytosis and chemotaxis were highly upregulated compared to P10 (Fig. 2a). 

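Between P42 and P10 in the CC, 1043 genes were differentially expressed, 393 higher and 650 lower at P42, and 2055 genes were retained at an adjusted p under 0.01. In fits of only these groups, 290 and 443 genes were left. The 42 apoptosis genes had a median log2 fold change of 0.27 (adjusted p = 0.18) and the 15 genes of a necrosis list of 0 (adjusted p = 0.96, both from camera, Benjamini-Hochberg adjusted). With fry, the apoptosis list passed the limit of 0.05 (adjusted p = 0.020, Benjamini-Hochberg adjustment) and the necrosis list did not. The necrosis median ranged from -0.23 (without CC P42 replicate 2) to 0.15 (without CC P42 replicate 3). A list of 20 cell division genes had a median of -8.13 (adjusted p = 1.7e-46 from camera, Benjamini-Hochberg adjusted), or -7.58 with its 7 genes at the detection limit set to their bound, and it also passed with fry.
Tgm2 (chromosome 2, 158116402 to 158146436), whose exons overlap those of Rprd1b on the other strand, rose from 1.53 ± 1.85 (SD, n = 4) CPM at P10 to 74.6 ± 29.0 (SD, n = 4) at P42 in the CC. It had a log2 fold change of 5.61 (standard error 0.90, adjusted p = 3.9e-05 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Tnfsf13b (chromosome 8, 10006467 to 10039072), a tumor necrosis factor family gene, rose from 1.40 ± 1.31 (SD, n = 4) to 29.1 ± 11.6 (SD, n = 4) CPM (log2 fold change 4.37, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). All 4 libraries of P42 lay above those of P10 for both genes. In fits of only the groups compared, their adjusted p was 0.019 and 0.046 (over all alternatives, 6.1e-08 to 0.019 and 8.7e-14 to 0.046, Benjamini-Hochberg adjustment). The genes with the largest fitted decreases among those with a mean of at least 10 CPM and no overlap, a ranking that depends on the fit where no read is left, were Knstrn (chromosome 2, 118814003 to 118853957), Cep55 (chromosome 19, 38055025 to 38074425) and Spc24 (chromosome 9, 21755442 to 21760286), with 27.2 ± 9.22 (SD, n = 4), 24.6 ± 6.52 (SD, n = 4) and 23.2 ± 7.08 (SD, n = 4) CPM at P10. No read was counted on these genes in any CC library at P42, and against the limit of 3 counts they were at least 198-fold, 179-fold and 169-fold lower.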

Interestingly, with further maturation (comparison of microglia at P42 to P10) mainly genes related to apoptosis and necrosis were highly expressed in the CC (Fig. 2b). A similar profile could be seen for microglia in the Cb and Cx related to apoptosis (data not shown), whereas genes related to phagocytosis (e.g. *Gsn*, *Cd36*, *Abca1*, *Grk6* and *Scarb1)* were not expressed as highly as in the CC and were not as strongly altered over time (Fig. 3a).

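The apoptosis list had a median log2 fold change between P10 and P7 of 0.01 in the Cb (adjusted p = 0.64) and -0.07 in the Cx (adjusted p = 0.74, both from camera, Benjamini-Hochberg adjusted). From P10 to P42 it was 0.02 in the Cb (adjusted p = 0.27) and 0.24 in the Cx (adjusted p = 0.24, both from camera, Benjamini-Hochberg adjusted). With fry, that of the Cb between P42 and P10 passed (adjusted p = 0.048, Benjamini-Hochberg adjustment). From P7 to P10 the median in the Cb changed sign in 3 of 7 fits that left out 1 library (-0.03 without Cb P10 replicate 1). In the Cx the median changed sign in 1 of 7 (0.01 without Cx P7 replicate 2), and was -0.18 without Cx P7 replicate 3. From P10 to P42 it was 0.12 in the Cb without Cb P42 replicate 1.
The 5 phagocytosis genes named here had a median log2 fold change at P7 of 0.96 in the CC against the Cx (adjusted p = 5.4e-05), 0.81 in the Cb against the Cx (adjusted p = 0.00025) and 0.07 in the CC against the Cb (adjusted p = 0.55, all from fry, Benjamini-Hochberg adjusted). Without CC P7 replicate 2, these medians were 0.58 for the CC against the Cx and -0.19 for the CC against the Cb, and without Cx P7 replicate 3 that of the CC against the Cx was 1.60. Compared with P7, the median at P10 was -0.57 in the CC (adjusted p = 2.5e-05), -0.94 in the Cb (adjusted p = 2.6e-05) and -0.42 in the Cx (adjusted p = 0.011, all from fry, Benjamini-Hochberg adjusted). That of the Cx was not past the limit without Cx P10 replicate 3 (adjusted p = 0.076) or Cx P7 replicate 2 (0.087, range over alternatives 0.003 to 0.17, Benjamini-Hochberg adjustment). The changes of single genes from P7 to P10 were not shown to differ between regions, since none of the 5 passed in a test of the difference. From P10 to P42, Abca1 (log2 fold change -1.54) and Scarb1 (-1.10) passed in the CC, and of the 5 only Scarb1 in the Cb (-1.32) and Cx (-1.56), and the difference between regions was not tested.
Gsn (chromosome 2, 35256380 to 35307892) had 42.2 ± 4.08 (SD, n = 3) CPM in the CC at P7, 23.4 ± 1.44 (SD, n = 3) in the Cb and 13.4 ± 2.04 (SD, n = 3) in the Cx, and 8.15 ± 5.97 (SD, n = 4) in the CC at P10. It was the only 1 of the 5 past the threshold between P10 and P7 in the CC (log2 fold change -2.37, adjusted p = 0.00052 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted), and lost the call in a fit of only these groups (adjusted p = 0.053, range over alternatives 2e-06 to 0.053). Abca1 (chromosome 4, 53030787 to 53159895) was at 638 ± 117 (SD, n = 3) CPM in the CC and 682 ± 89.3 (SD, n = 3) in the Cb at P7, against 223 ± 45.2 (SD, n = 3) in the Cx. It passed in both comparisons with the Cx (log2 fold changes 1.52 and 1.62, adjusted p = 1.5e-05 and 1e-05 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Gsn passed between the CC and Cx at P7 with limma-voom (adjusted p = 0.0011, range over alternatives 0.00049 to 0.2, Benjamini-Hochberg adjustment). Adjusted over the list alone, 2 of the 5 genes passed in the CC against the Cx and 1 in the Cb against the Cx. Scarb1 (chromosome 5, 125277087 to 125341094) had 168 ± 8.44 (SD, n = 3) CPM in the CC, 159 ± 27.4 (SD, n = 3) in the Cb and 131 ± 20.2 (SD, n = 3) in the Cx at P7. Cd36 (chromosome 5, 17781690 to 17888801) had 9.39 ± 4.04 (SD, n = 3), 8.93 ± 1.56 (SD, n = 3) and 4.82 ± 3.00 (SD, n = 3) CPM. Grk6 (chromosome 13, 55445334 to 55460925) had 34.8 ± 3.70 (SD, n = 3), 37.4 ± 8.87 (SD, n = 3) and 53.3 ± 10.1 (SD, n = 3) CPM. The adjusted p between the CC and Cx at P7 was 0.43, 0.94 and 0.39 for these 3 genes from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted.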

**Fig. 2:**
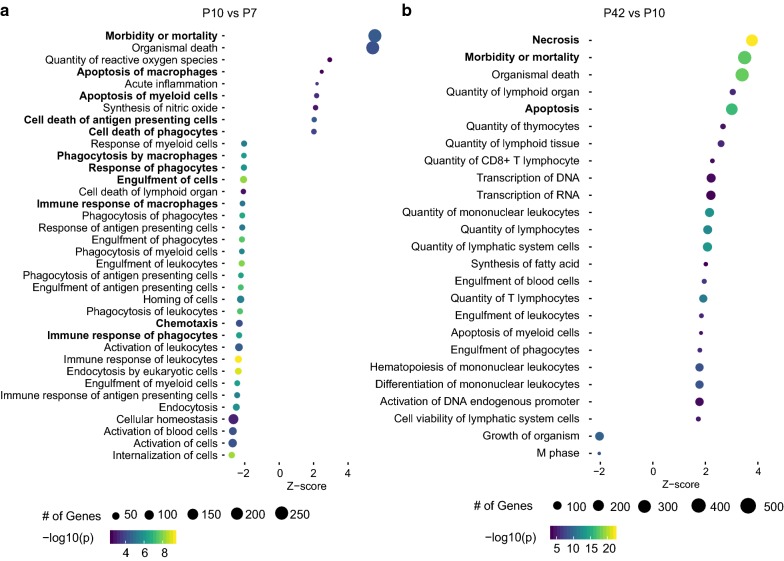
Pathway analysis of the most regulated genes in the corpus callosum at postnatal day (P)10 versus P7 (**a**) and P42 versus P10 (**b**)

**Fig. 3:**
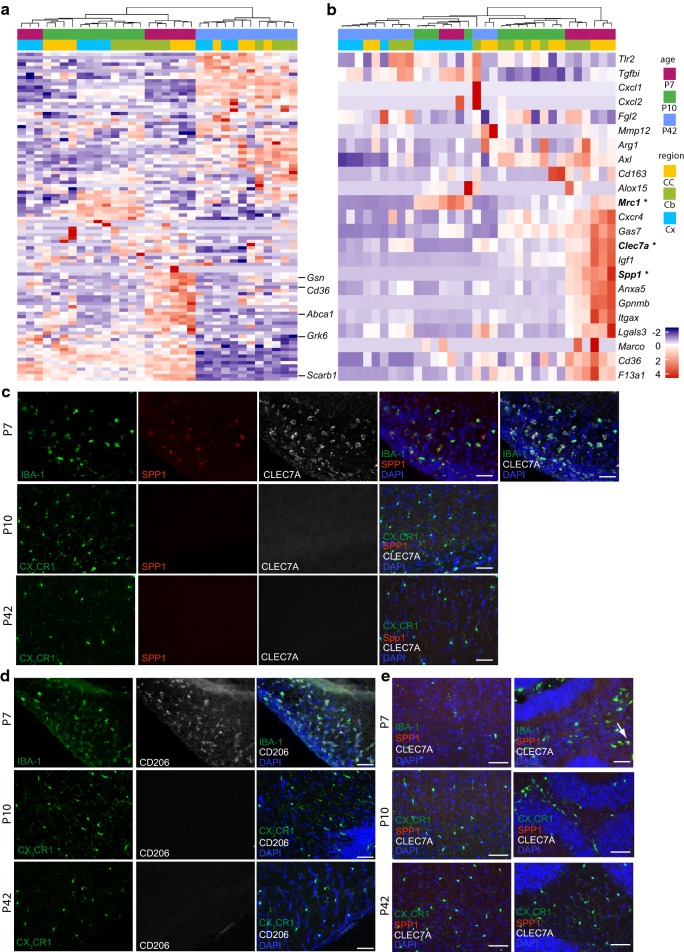
**a** Heatmap of regulated genes related to phagocytosis in the corpus callosum (CC), cerebellum (Cb) and cortex (Cx) at different ages [postnatal day (P)7, 10, 42]. **b** Heatmap of known priming genes in the CC, Cb and Cx at P7, P10 and P42. Asterisks highlighting genes confirmed on protein level; Representative immunofluorescence pictures of wildtype mice depicting SPP1 [red (**c**, **e**)], CLEC7a [white (**c**, **e**)] and CD206 [white (**d**)] expression in IBA-1^+^ microglia (green) in the CC (**c**, **d**), Cx (**e** left) and Cb (**e** right) at P7, P10 and P42. Scale bar 50 µm; blue = DAPI; arrow indicating IBA-1^+^/SPP1^+^ cell in Cb; N = 3–4 mice per timepoint

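The 12 priming genes named in the text were taken as a list. Of 10 other tested genes of Fig. 3b, none passed between the CC and Cx at P7, and Tgfbi was lower in the Cb than Cx (log2 fold change -1.05). Axl (chromosome 7, 25757273 to 25788705), Mrc1 (chromosome 2, 14229392 to 14332057), Gas7 (chromosome 11, 67455437 to 67688990), Cd36 and F13a1 (chromosome 13, 36867178 to 37050244) did not pass the threshold between the CC and Cx at P7. Clec7a (chromosome 6, 129461591 to 129472779), Igf1 (chromosome 10, 87858265 to 87937042), Spp1 (chromosome 5, 104435118 to 104441050), Anxa5 (chromosome 3, 36448923 to 36475894), Gpnmb, Itgax (chromosome 7, 128129547 to 128150657) and Lgals3 (chromosome 14, 47367751 to 47386160) passed, with every CC library above every Cx library. Gas7 passed with limma-voom (adjusted p = 0.00032, range over alternatives 0.00032 to 0.41, Benjamini-Hochberg adjustment). Adjusted over the list alone, 7 genes passed as well.
Of these genes, Spp1 had the highest level at P7, 8529 ± 2597 (SD, n = 3) CPM in the CC and 88.6 ± 8.99 (SD, n = 3) in the Cx, a log2 fold change of 6.59 (standard error 0.88, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). With limma-voom its adjusted p was 0.11 in this comparison (range over alternatives 5e-14 to 0.11, Benjamini-Hochberg adjustment). Clec7a had 352 ± 35.0 (SD, n = 3) CPM in the CC and 11.3 ± 0.559 (SD, n = 3) in the Cx (log2 fold change 4.97, adjusted p = 1.1e-11 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). The log2 fold change was 7.52 for Gpnmb, 6.17 for Itgax, 4.84 for Igf1, 4.73 for Lgals3 and 2.38 for Anxa5. Lgals3 was no longer past the threshold without Cx P7 replicate 1 (adjusted p = 0.011, range over alternatives 1.2e-08 to 0.011, from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted).
The median log2 fold change of the list was 3.74 between the CC and Cx (adjusted p = 2.8e-10 from fry, Benjamini-Hochberg adjusted). With sex as a covariate it was 4.20, and without Cx P7 replicate 3 it was 4.54. Over all 22 tested genes of Fig. 3b, a list chosen after seeing the values, it was 1.39, also with 3 at the detection limit set to their bound, and at P10 0.60, both past the limit.

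**Figure D2:**
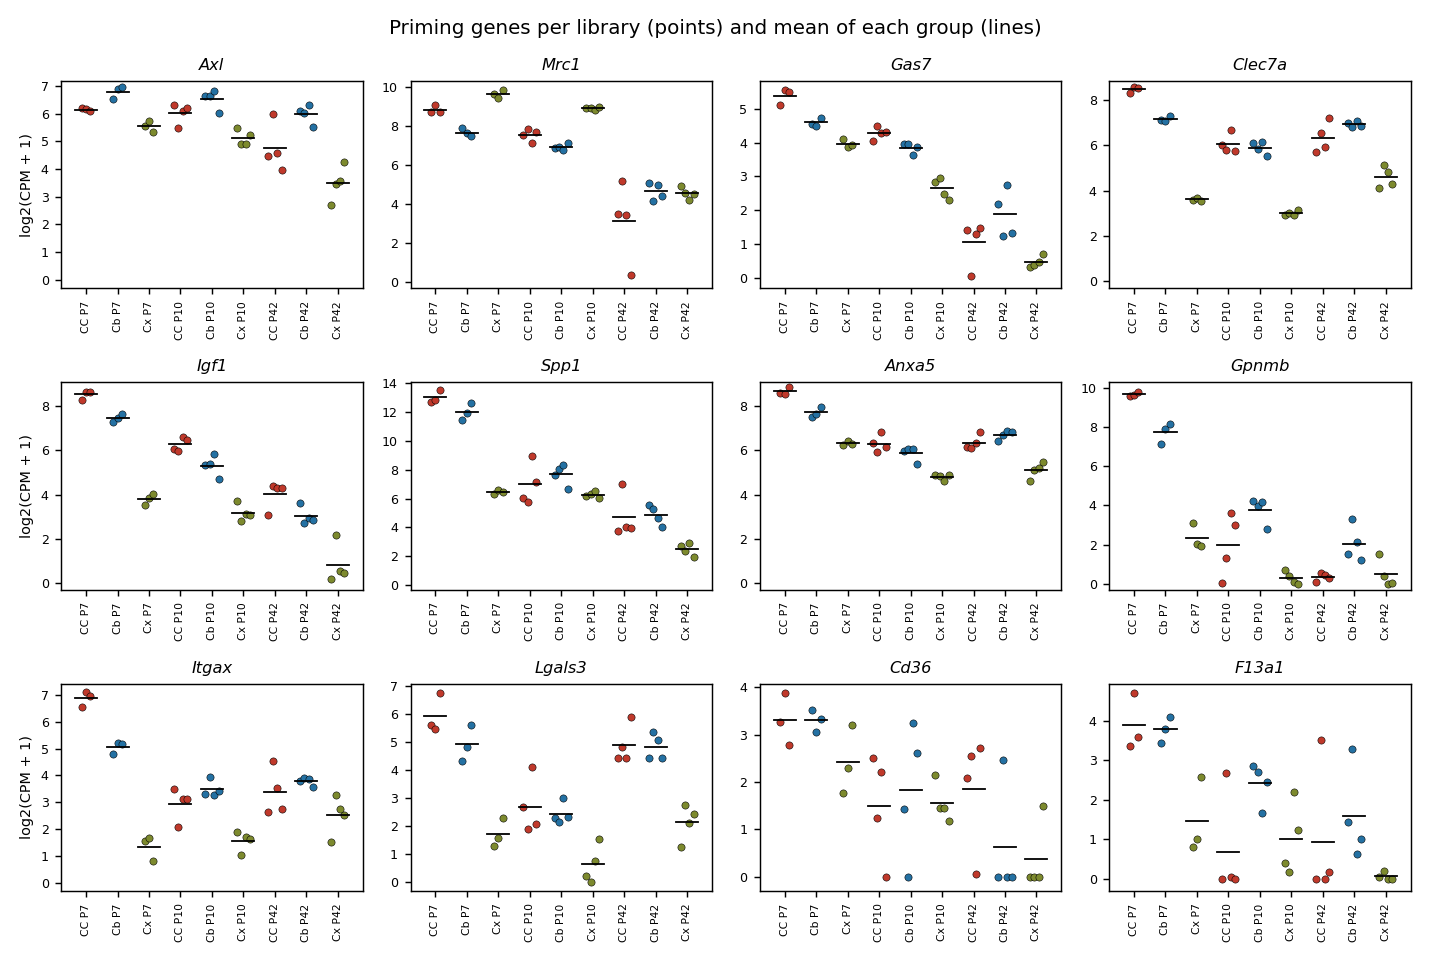
Values of log2(CPM + 1) of the 12 priming genes, for the CC, Cb and Cx at P7, P10 and P42. Each library is 1 point, and a bar marks the mean of the log2 values of each group. At P7, Spp1 reaches a mean of 8529 CPM in the CC against 88.6 CPM in the Cx (means of CPM before the log, not the bars).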

Finally, we carried out hierarchical clustering of known priming genes as *Axl*, *Mrc1*, *Gas7*, *Clec7a*, *Igf1*, *Spp1*, *Anxa5*, *Gpnmb*, *Itgax*, *Lgals3*, *Cd36* and *F13a1*, which suggested that these genes are highly upregulated in P7 CC microglia. In contrast, Cb microglia at P7 showed a somewhat lower upregulation of these genes, while no expression was observed in cortical microglia (Fig. 3b). 

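In the Cb at P7 the median log2 fold change of the 12 genes against the Cx was 3.09 (adjusted p = 3.1e-08 from fry, Benjamini-Hochberg adjusted). Of the list, 6 genes passed against the Cx (Clec7a, Igf1, Spp1, Anxa5, Gpnmb and Itgax), and adjusted over the list alone 8 were higher and 1, Mrc1, was lower. The call of Gpnmb was lost without Cx P7 replicate 3 (adjusted p = 0.011, range over alternatives 7.7e-05 to 0.011, from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Lgals3 passed with filterByExpr, the replicate block, DESeq2 and fits of only the groups compared, and Axl with limma-voom and in those fits. With limma-voom Spp1 did not pass (adjusted p = 0.27, range over alternatives 8.3e-10 to 0.27, Benjamini-Hochberg adjustment). Between the CC and Cb the median was 1.03 (adjusted p = 0.0011 from fry, Benjamini-Hochberg adjusted), with 11 of the 12 genes higher in the CC. Axl was the exception, with 70.1 ± 2.86 (SD, n = 3) CPM in the CC and 111 ± 17.8 (SD, n = 3) in the Cb. No single gene of the list passed between the CC and Cb, with 1775 of all genes tested at an unadjusted p under 0.05, and adjusted over the list alone 2 passed. Spp1 had 4289 ± 1750 (SD, n = 3) CPM in the Cb, Gpnmb 221 ± 73.3 (SD, n = 3) and Clec7a 141 ± 12.7 (SD, n = 3).
In the Cx at P7, Axl had 45.9 ± 6.53 (SD, n = 3) CPM, Gas7 14.6 ± 1.32 (SD, n = 3), Gpnmb 4.52 ± 2.77 (SD, n = 3), F13a1 2.23 ± 2.35 (SD, n = 3) and Itgax 1.62 ± 0.775 (SD, n = 3). Mrc1 was higher in the Cx (795 ± 111 (SD, n = 3)) than in every library of the CC (450 ± 68.6 (SD, n = 3)) and Cb (202 ± 29.0 (SD, n = 3)). Its log2 fold change against the Cx was -0.82 in the CC (adjusted p = 0.62) and -1.98 in the Cb (adjusted p = 0.075, both from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). With limma-voom, both differences had an adjusted p under the limit, 0.00021 and 6.3e-09 (ranges over all alternatives 0.00021 to 0.9 and 6.3e-09 to 0.3, Benjamini-Hochberg adjustment).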

At P10, upregulation of these genes was no longer observed in any of the three regions assessed. 

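At P10 the median log2 fold change of the priming genes against the Cx was 1.68 in the CC (adjusted p = 4.2e-07) and 1.64 in the Cb (adjusted p = 1.7e-07, both from fry, Benjamini-Hochberg adjusted). In each region 5 of the 12 genes passed against the Cx, and adjusted over the list alone 7 were higher in the CC, and 8 higher and 1 lower in the Cb. Clec7a had 67.8 ± 22.9 (SD, n = 4) CPM in the CC, 59.4 ± 11.7 (SD, n = 4) in the Cb and 7.06 ± 0.617 (SD, n = 4) in the Cx. It had log2 fold changes against the Cx of 3.26 and 3.07 (adjusted p = 1.8e-09 and 1.1e-08 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Anxa5 had 80.3 ± 22.5 (SD, n = 4), 58.2 ± 11.6 (SD, n = 4) and 27.0 ± 2.27 (SD, n = 4) CPM (adjusted p = 2.5e-06 and 0.0015), and Igf1 had 77.9 ± 16.4 (SD, n = 4), 40.1 ± 12.3 (SD, n = 4) and 8.28 ± 2.52 (SD, n = 4) CPM (adjusted p = 3.5e-05 and 0.008, all from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Every CC and Cb library lay above every Cx library for these 3 genes. The call of Igf1 in the Cb was lost with any single library left out but Cb replicate 4, with an adjusted p of up to 0.051 (without Cx replicate 2, range over alternatives 0.00075 to 0.051, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). The other genes past the threshold were Gpnmb and Lgals3 in the CC and Gpnmb and Itgax in the Cb. The call of Gpnmb in the CC was lost without any of 6 of the 8 libraries compared, with an adjusted p of up to 0.048 (without CC replicate 3, range over alternatives 0.001 to 0.27, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). In the Cb, Gpnmb lost the call without Cx replicate 2, 3 or 4 and with limma-voom (adjusted p = 0.023, range over alternatives 4.7e-05 to 0.023), and Anxa5 with limma-voom (adjusted p = 0.016, range 1e-06 to 0.016, all with Benjamini-Hochberg adjustment). Spp1 had 190 ± 211 (SD, n = 4) CPM in the CC, 222 ± 94.5 (SD, n = 4) in the Cb and 76.9 ± 12.3 (SD, n = 4) in the Cx. It did not pass in either region (adjusted p = 0.25 and 0.47 from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted).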

Finally, in agreement with the transcriptional assessment we observed clear expression of SPP1, CLEC7A and CD206 (*Mrc1*) in IBA-1^+^ microglia at P7 in the CC by immunohistochemistry (Fig. 3c, d) which was not detectable in the CC at P10 (Fig. 3c, d). Interestingly, in the Cb CLEC7A and CD206 were not expressed in white matter microglia at any timepoint, however single positive SPP1^+^ microglia or patches of SPP1^+^ microglia could only be found in the central area of the white matter at P7 (Fig. 3c right (arrow), Additional file 1: Figure S1b). No expression of SPP1, CLEC7A and CD206 could be found in microglia of the cortex at any timepoint (Fig. 3e left; Additional file 1: Figure S1a). These data, again, demonstrate similar phenotype of white matter microglia early in development and a strong transcriptional dynamic occurring over just a few days.

### Discussion

Here we have demonstrated a detailed RNA sequencing analysis of murine microglia of white and grey matter regions over different developmental stages. This complements our previous data which identified specific properties of a microglia subpopulation which is only present in the developing CC and cerebral white matter. First, we could demonstrate here that microglia of white matter regions, namely the CC and Cb, are closely related to each other at P7 and P10 compared to cortical grey matter microglia. Second, microglia in both CC and Cb undergo a change in their gene expression profile between P7 and P10, demonstrating rapid alterations specific to white matter microglia at these developmental stages. 

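Between P7 and P10, 49 genes were differentially expressed in the Cb (13 higher and 36 lower at P10) and 94 in the Cx (52 higher and 42 lower). Without Cb P10 replicate 4, the count in the Cb was 26. The Cb shared 33 of its genes with the CC and 22 with the Cx, and the CC and Cx shared 38. All shared genes changed in the same direction. At an adjusted p under 0.01 without the fold change limit, 288 genes changed in the Cb, 600 in the Cx and 587 in the CC.
The median log2 fold change of the priming genes between P10 and P7 was -2.36 in the CC, -1.56 in the Cb and -0.73 in the Cx (adjusted p = 2.8e-10, 3.6e-07 and 0.00024 from fry, Benjamini-Hochberg adjusted). In the CC 7 of them passed, in the Cb 5 and in the Cx 1, and adjusted over the list alone 7, 7 and 2. Igf1 in the CC no longer passed without CC P10 replicate 2 or CC P7 replicate 3 (adjusted p = 0.013 and 0.015, range over alternatives 2.5e-11 to 0.015, from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Lgals3 in the CC lost the call without CC P10 replicate 1, 2 or 4 or CC P7 replicate 3 (adjusted p up to 0.049, range over alternatives 8.1e-05 to 0.049). Gpnmb in the Cb lost it in 5 of 7 fits without 1 library (up to 0.019 without Cb P10 replicate 4, range 1.5e-06 to 0.019). With limma-voom, Spp1 passed neither in the CC (adjusted p = 0.023, range 5.1e-11 to 0.023) nor in the Cb (0.036, range 1.9e-06 to 0.036, all with Benjamini-Hochberg adjustment). In fits of only the groups compared, Spp1 and Lgals3 in the CC lost the call as well (adjusted p = 0.011 and 0.043, Benjamini-Hochberg adjustment).
In a test of the difference between regions in the change from P7 to P10, 11 genes passed between the CC and Cx, each with the lower log2 fold change in the CC, and 7 passed without Cx P10 replicate 4. As many genes were found in 3 of 40 splits of these samples, the real one included. The splits exchanged region labels within each age and kept the differences between regions in the data. A split that mostly exchanges them at 1 age can turn these differences into a difference in change, so the splits cannot decide. Among the 11 genes were Spp1 (difference of log2 fold changes -5.28, standard error 0.98, adjusted p = 0.0087) and Itgax (-4.36, standard error 0.67, adjusted p = 6e-04, both from edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted). Between the Cb and Cx 0 genes passed, and up to 3 passed with 1 library left out (without Cx P7 replicate 2). At an unadjusted p under 0.05 there were 1155 of 20917 genes between the Cb and Cx. In simulated counts, 6.16% fell under that limit in the same test of the CC and Cx. The 1155 alone are therefore no sign of further differences. At an adjusted p under 0.01 without the fold change limit, however, 9 genes differed between the Cb and Cx. Each had the lower log2 fold change in the Cb. Between the CC and Cb, Gm44545 and Malat1 passed, the latter named after its value was seen, and 0 genes passed without Cb P10 replicate 3.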

At P7, CC and Cb microglia display a distinct transcriptional profile, including genes related to phagocytosis and migration as well as priming of microglia described during aging and disease [20, 21]. Genes related to apoptosis and necrosis, instead, are highly expressed at P10, and further increased at P42. The unique phenotype of P7 CC microglia was further confirmed in assessment of SPP1, CLEC7A and CD206 protein immunoreactivity, which was uniquely present at this timepoint, while not present in the cortical microglia and only partly recapitulated (SPP1 expression) in microglia of the Cb. Third, in contrast to white matter microglia, gene transcription of cortical microglia was driven by the brain region itself and was therefore distinct from white matter microglia. Fourth, gene expression of microglia was similar across regions in the adult brain. These results indicate that white matter microglia, perhaps by migration and phagocytosis, may play a special role in local tissue dynamics around P7, impacting oligodendrocyte homeostasis and myelination. This role is likely restricted to a brief window of time, after which cell numbers decline through apoptosis. As maturation continues into adulthood, resident microglial populations develop a common homeostatic role across white and grey matter regions. It will be of interest to understand the responsible molecular mechanisms and functional consequences in future studies.

## Limitations

- Transcriptional data are presented without functional analyses.
- Juvenile stages could have been included.

## Additional file

**Additional file 1: Figure S1.** Representative immunofluorescent images of wildtype or *Cx3cr1*^*GFP/WT*^ mice presenting expression of SPP1 (red), CLEC7A (white) and CD206 (white) in IBA-1^+^ or CX_3_CR1^+^ microglia in the cortex (**a**) and cerebellum (**b**) at P7, P10 and P42. Scale bar 50 µm; blue = DAPI; arrow indicating IBA-1^+^/SPP1^+^ cell in Cb; N = 3–4 mice per timepoint.

## Data Availability

The main GEO accession number for RNAseq data: GSE132688

## Abbreviations

CC: corpus callosum
Cx: cortex
Cb: cerebellum
CNS: central nervous system
P: postnatal day
FACS: fluorescent activated cell sorting

How the deposited data were processed for this re-analysis (not part of the article)

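Microglia sorted from the CC, Cx and Cb of mice at P7, P10 and P42 were measured by RNA-seq in 33 libraries. The authors mapped the reads to GRCm38 with STAR, counted reads per gene with featureCounts and deposited the counts, to which no normalization had been applied. All 33 columns of counts were assigned to samples by name, and 0 columns of values were left unassigned. In every library 1 read corresponded to less than 0.1 CPM. A group was taken as at the detection limit for a gene when all its libraries held 3 counts or fewer.

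Analyses were run in R 4.3.3. The genes were filtered by summed count as stated in the methods. Tests used edgeR 4.0.16 with TMM factors, dispersions estimated robustly over all libraries, the quasi-likelihood fit with its robust option, and 1 coefficient for each of the 9 groups. Comparisons were made between regions within each age, between P10 and P7 and between P42 and P10 within each region (and between P42 and P7 for the genes clustered), and of the change from P7 to P10 between regions. P-values were adjusted over all genes tested with the Benjamini-Hochberg method. The paper's methods name limma-voom. It was run as an alternative with limma 3.58.1, as was DESeq2 1.42.0 with its Wald test.

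Lists of genes were tested with fry for the 12 priming and 5 phagocytosis genes named in the paper, and with camera at a correlation of 0.01 for lists written from general knowledge (phagocytosis, chemotaxis, apoptosis, necrosis and cell division). Adjustment was over all 24 list tests at a limit of 0.05. Lists of marker genes for border macrophages, oligodendrocytes, neurons, granule cells, astrocytes, endothelial cells, red cells, neutrophils, monocytes, homeostatic microglia and the response to dissociation were summed in CPM in each library. Shares of variance were the sum of squares of a factor over the total sum of squares, on log2 CPM with a prior count of 2, and distances were Euclidean on the same values. Age labels were permuted within regions and region labels within ages, and all arrangements were counted.

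Single genes were chosen by a rule: every gene named in the paper's text or in Fig. 3b, the genes of the marker lists, and in each comparison up to 3 genes with the largest increase and 3 with the largest decrease among genes past both limits, with a mean of at least 10 CPM and no overlap of the libraries compared. Cxcl1 had 1 read in all libraries together and was not tested. The comparisons, tests, limits, gene lists, rule for single genes and alternatives were set before the data were examined, except where stated otherwise.

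The tests were run on simulated data before use. Counts were drawn from the means and totals of the real libraries, with 200 genes changed. Between P10 and P7 in the CC, edgeR called 123 of the 200 genes (61.5%), and in the test of the difference between regions 92 (46.0%), with 0 unchanged genes called in either. limma-voom called 106 of 200 genes between the CC and Cx at P7, and 1 unchanged gene. Of 200 lists without a change, fry gave an unadjusted p under 0.05 for 7 and camera for 1, and both did so for 50 of 50 raised lists.

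The alternatives were limma-voom, DESeq2, RLE in place of TMM factors, filterByExpr (16738 genes) or no filter beyond genes without reads, sex as a covariate, the replicate number as a block, fits of only the groups compared, the other list test, lists without the priming genes, other gene sets, scales, distances and linkage for the shares and the clustering, all tested genes of Fig. 3b (set later), and each library left out in turn. Immunofluorescence, cell counts and the commercial pathway analysis were not analysed here.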

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

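The tests on Xist were chosen after the result was seen, and the other tests here before.

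A library far from the others of its group was found in 8 of 108 checks (the library total, the number of genes detected and the priming and phagocytosis genes named in the paper, in each group of 4), where chance gives about 1 in 20. At P42 these were Gas7 in CC replicate 2 (0.0458 CPM), Igf1 in CC replicate 1 (7.34 CPM), Spp1 in CC replicate 2 (128 CPM), and Cd36 in CC replicate 3 (0.033 CPM), Cx replicate 4 (1.81 CPM) and Cb replicate 2 (4.53 CPM). At P10 they were Anxa5 in Cb replicate 4 (41.1 CPM) and F13a1 in CC replicate 2 (5.43 CPM). No biological explanation was tested for single libraries, and the lowest values of Gas7 and Cd36 rest on few reads.

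The change from P7 to P10 differed between the CC and Cx in 11 genes, with a difference in log2 fold change of -5.28 for Spp1 and -4.36 for Itgax, and between the CC and Cb in 2 genes. As many genes were found in 3 of 40 splits of the samples drawn for the CC and Cx (another gave up to 14) and in 2 of 40 for the CC and Cb, the real splits included, so that neither count is beyond what other groupings of these samples give. A single CC library at P10 as the origin of the first difference is argued against by the count of at least 10 genes without each of the 4 libraries. In the Cx alone, the log2 fold change from P7 to P10 was -0.21 for Spp1 and 0.33 for Itgax, neither past the threshold. Region and the dissection of each region were not separable in this design, and a biological difference between regions stays open.

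Xist was read in 3 of 18 libraries from male mice at more than 5% of the mean of the female libraries of the same age, with 22.9 CPM in Cx P10 replicate 3, 19.9 in Cb P10 replicate 3 and 24.5 in Cb P7 replicate 1, up to 13.3% of that mean. The other male libraries reached 1.89%, in CC P10 replicate 3. At P10, replicate 3 thus had the highest level of the male libraries in each region. At P7, CC and Cx replicate 1 had 0.0225% and 0.0163%, against 13.3% in Cb replicate 1. Exchanged labels are argued against by the Y-linked genes, which were at 85.9% or more of the male mean in these 3 libraries and at most at 3.65% in female libraries. Reads carried over evenly between libraries are argued against by the median of 0.0548% in male libraries. Cells of a female animal mixed into the male samples cannot be told apart from variation, because the Y-linked level of the other male libraries has an SD of 17.4% of the male mean. Tsix overlaps Xist on the other strand, and the standard setting of featureCounts ignores the strand. No biological explanation was tested.

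Reads on spike-in sequences numbered 170 in Cb P42 replicate 3, with 108 on a single sequence, against at most 23 in any other library. No explanation was tested, and the spike-in sequences entered no comparison.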

How the results depend on the processing

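Among the alternatives here, the clustering on genes called between regions and the list of all tested genes of Fig. 3b were chosen after the values were seen. With that list all 8 priming results kept their direction and side of the limit (median 1.39 for the CC against the Cx at P7). The cause was not tested for any change below, except that fits of only the groups compared, and fits without 1 library, use fewer samples.

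Of the 20 counts of genes, all stayed within 1.5 times the reported count with RLE factors, filterByExpr, no further filter and sex as a covariate. The share of genes higher in the CC among those called against the Cx at P42 moved from 39.2% to 51.9% with RLE factors.

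With limma-voom 14 of the 20 counts moved further. It gave 137 genes for the Cb against the Cx and 52 for the CC against the Cb at P7, and at P10 257 for the CC against the Cx, 60 for the Cb against the Cx and 89 for the CC against the Cb. At P42 it gave 26 for the CC against the Cx and 173 for the CC against the Cb. From P7 to P10 it gave 327 genes in the CC, 191 in the Cb and 169 in the Cx, and between P42 and P10 1045 in the Cb. The difference between regions in the change from P7 to P10 gave 29 genes for the CC and Cx, 4 for the Cb and Cx and 13 for the CC and Cb. Of the 138 genes called with edgeR between the CC and Cx at P7, limma-voom called 104, and of the 51 at P42 it called 18. Between the CC and Cb it called 6 of the 15 at P7, 14 of the 17 at P10 and 54 of the 88 at P42.

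DESeq2 moved 18 of the 20 counts. At P7 it gave 258, 129 and 79 genes for the CC against the Cx, the Cb against the Cx and the CC against the Cb. In the same order it gave 306, 95 and 187 at P10, and 310, 299 and 419 at P42. Between P10 and P7 it gave 434 genes in the CC and 131 in the Cb, and between P42 and P10 1727 and 1045. The differences between regions gave 101 (CC and Cx), 30 (Cb and Cx) and 71 (CC and Cb) genes. At an adjusted p under 0.01, 1082 and 3276 genes were retained in the CC between P10 and P7 and between P42 and P10.

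Fits of only the groups compared moved 14 counts, to 215 (CC against Cx) and 127 (Cb against Cx) at P7, 62 (CC against Cx) and 2 (CC against Cb) at P10, and 0 (CC against Cx) and 1 (CC against Cb) at P42. Between P10 and P7 they gave 60 genes in the CC and 1.6e+02 (to 2 significant digits) in the Cx, and between P42 and P10 290 in the CC. The differences between regions gave 6 (CC and Cx), 1 (Cb and Cx) and 0 (CC and Cb) genes. With all groups fitted, 1827, 1155 and 1676 of 20917 genes had an unadjusted p under 0.05. At an adjusted p under 0.01, 123 and 443 genes were retained.

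Leaving out 1 library at a time, counts ranged from 91 to 125 for the CC against the Cx at P7 (lowest without CC replicate 3) and from 7 to 12 for the CC against the Cb (without Cb replicate 1). They ranged from 77 (without Cx replicate 3) to 146 for the CC against the Cx at P10, and from 12 to 36 for the CC against the Cb at P10 (both highest without CC replicate 2). At P42 they ranged from 25 (without Cx replicate 1) to 89 for the CC against the Cx and from 46 (without Cb replicate 1) to 143 for the CC against the Cb (both highest without CC replicate 3). In the Cb, P10 against P7 ranged from 26 (without Cb P10 replicate 4) to 48. At an adjusted p under 0.01, 335 (without CC P7 replicate 3) to 574 genes were retained in the CC. The differences between regions ranged from 7 (without Cx P10 replicate 4) to 14 for the CC and Cx, from 0 to 3 for the Cb and Cx (highest without Cx P7 replicate 2) and from 0 (without Cb P10 replicate 3) to 3 for the CC and Cb.

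Of the 24 list results, all kept their direction and their side of the limit with RLE factors and filterByExpr. The necrosis list (median 0, from P10 to P42 in the CC) reversed with no further filter (-0.01), sex as a covariate (-0.14) and limma-voom (-0.17), and ranged from -0.23 (without CC P42 replicate 2) to 0.15 without 1 library. The chemotaxis list, whose median was 0, was at -0.17 with limma-voom. limma-voom also reversed the phagocytosis genes named in the paper between the CC and Cb at P7 (-0.03). Camera in place of fry left the same genes between P10 and P7 in the Cx no longer past the limit (-0.42). Fry in place of camera brought 4 results past it. These were phagocytosis (-0.09) and apoptosis (-0.06) between P10 and P7 in the CC, and apoptosis between P42 and P10 in the CC (0.27) and Cb (0.02). Without 1 library the median of the apoptosis list between P10 and P7 ranged from -0.07 to 0.04 in the CC (highest without CC P7 replicate 3). It ranged from -0.03 (without Cb P10 replicate 1) to 0.05 in the Cb and from -0.18 to 0.01 in the Cx (highest without Cx P7 replicate 2). That of the named phagocytosis genes ranged from -0.19 (without CC P7 replicate 2) to 0.14 between the CC and Cb at P7, from 0.58 (without CC P7 replicate 2) to 1.60 (without Cx P7 replicate 3) between the CC and Cx at P7, and from -0.50 to -0.29 between P10 and P7 in the Cx (highest without Cx P7 replicate 2, and no longer past the limit in 2 of 7 fits).

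Over all regions and ages together, a check of correlations gave no sign that replicate numbers pair the samples. The correlation of libraries with the same number, after removal of group means, ranged from -0.24 to 0.17. It was above 0.1 in 5 of 33 pairs, with a mean of 0.01 against 0 for different numbers. Between the CC and Cb at P7 it ranged from 0.06 to 0.17, with a mean of 0.11 against -0.06. Between each of them and the Cx at P7 the mean was -0.1 against 0.05. Pairing of the CC and Cb samples at P7 is therefore not excluded. The labels give the same sex to the same number in every region of an age, so pairing stays possible at the other ages too. The main tests treated the libraries as unpaired. With the number as a block, all 20 counts stayed within 1.5 times, and 3 lists reversed, apoptosis in the Cb between P10 and P7 (-0.03) and between P42 and P10 (0 after rounding) and necrosis (-0.01).

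The Cx libraries of P7 and P10 shared their branch with 12 others when clustered on all genes with a mean log2 CPM of at least 1, with 14 with average linkage or with 1 minus the Pearson correlation, and with 3 to 14 when 1 library was left out (highest without Cx P7 replicate 3). The branch of the CC and Cb at P7 and P10 held 6 to 7 others. With the genes called between regions, the Cx branch held 0 others and the branch of the CC and Cb at P7 held 15. The shares of variance and distance ratios kept their side of the limit in all 117 fits without 1 library and with every other gene set, scale and prior count.

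Among log2 fold changes of single genes, Axl between P10 and P7 in the CC ranged from -0.13 to 0.13 when 1 library was left out (0.13 without CC P10 replicate 2), and changed sign also without CC P7 replicate 1 (0.01). Of 136 results for single genes, limma-voom changed the call of 19 to no longer past the limits and of 9 to past them, DESeq2 of 3 and 2, fits of only the groups compared of 33 and 7, the replicate block of 8 and 1, no further filter of 8 and 0, sex as a covariate of 4 and 0, RLE factors of 1 and 0 and filterByExpr of 0 and 1. Of 976 fits for them without 1 library, 128 lost and 1 gained a call.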

Differences from the paper's values

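No setting here was chosen after the values were seen, apart from the clustering on genes called between regions, and no test was run for the cause of a difference.

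The limit of the filter was an average of 0.788 counts per library against the paper's 1.5. The alternative that kept genes tied at the limit, set before the data were examined, gave 0.788 as well and did not close the gap.

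The paper states that cortical microglia showed no expression of the priming genes at P7. Mrc1 RNA was higher there (795 CPM) than in the CC and Cb, and Anxa5 had 78.7 ± 5.20 (SD, n = 3) CPM. For the Mrc1 protein, the paper reports staining in CC microglia at P7 and none in those of the Cx or Cb. RNA and protein were not compared here. The paper states that the upregulation of the priming genes was gone at P10 in every region. Clec7a, Igf1, Anxa5 and Gpnmb were past the threshold against the Cx at P10 in the CC and in the Cb, although Igf1 in the Cb and Gpnmb in the CC lost the call without most single libraries, and Gpnmb in the Cb without 3 of 8. With limma-voom, the paper's test, Gpnmb passed in neither region and Anxa5 not in the Cb. It places the priming genes lower in the Cb than in the CC at P7. Axl was higher in the Cb, with a log2 fold change of -0.66 for the CC against the Cb.

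The paper places the 5 named phagocytosis genes highest in the CC. At P7 Grk6 was lower in the CC than in the Cx (log2 fold change -0.62, not past the threshold), and Abca1 was -0.10 for the CC against the Cb. In the pathways it names in the CC, the paper puts apoptosis genes higher at P10 than at P7, and phagocytosis and chemotaxis genes higher at P7, from gene sets that were not used here. The lists used here gave medians of -0.06, -0.09 and 0, none past the limit with camera. With fry, the phagocytosis list passed in the paper's direction (-0.09, lower at P10), and the apoptosis list passed in the opposite direction (-0.06). For P42 against P10 the paper names apoptosis and necrosis, and the lists gave 0.27 and 0, with apoptosis past the limit with fry only.

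The paper puts age above region in the CC and Cb, and region above age for cortical microglia. Age had the larger share in the CC and Cb (14.8% against 13.0%), with the reverse in 4 of 14 fits without 1 library. Region had the larger share in the CC and Cx (19.0% against 15.5%), except with row-scaled values (19.1% against 20.4% for age). Age had the larger share in the Cb and Cx (22.9% against 18.9%). In that pair region was the larger with the 500 most variable genes (23.6% against 18.9%) and with the heatmap genes (27.6% against 27.3%). The paper describes the cortical libraries of P7 and P10 as clustering apart, and here their branch also held 4 Cb libraries. Among all settings, it held 0 others with the genes called between regions.

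The paper describes all regions as similar at P42. Between the Cb and Cx 120 genes were past the threshold at P42 and 31 at P10, and between the CC and Cb 88 and 17. The count for the CC and Cx fell in the paper's direction, from 138 at P7 and 121 at P10 to 51 at P42, but with DESeq2 it was 258, 306 and 310. It was 0 at P42 with fits of only the groups compared, which also gave 1 for the CC and Cb. The paper describes the change between P7 and P10 as specific to white matter. In the CC 196 genes changed past the threshold, in the Cx 94 and in the Cb 49. The order depends on the fold change limit. At an adjusted p under 0.01 without it, there were 587 in the CC, 600 in the Cx and 288 in the Cb. Between the CC and Cx, 11 genes, all lower in the CC, were past the threshold for a difference in their change, and between the Cb and Cx 0 were. At an adjusted p under 0.01 without the fold change limit, there were 25, all lower in the CC, and 9, all lower in the Cb. At an unadjusted p under 0.05 there were 1155 of 20917 genes between the Cb and Cx. Simulated counts gave 6.16% under that limit for the CC and Cx. With limma-voom the Cb had more genes (191) than the Cx (169), and 4 differed between them. With DESeq2 101 and 30 differed.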

Other observations

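The tests on Mrc1, on granule cell and neuron RNA, on red cell genes, on the priming genes at P42 and on the cell division genes were chosen after the result was seen, and the tests on library size, dissociation and splits before.

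Other splits of the samples were counted for each comparison, the real split included. At P7 the design allows 10 splits for each pair of regions, too few for a share under 0.05, and 1 of 10 gave as many genes in each of the 3 pairs, with 0 genes in every other split. At P10 and P42, 1 of 35 splits gave as many genes in each pair of regions, with up to 7 genes in the others. For the changes between P7 and P10 and between P10 and P42 in each region, 1 of 35 splits gave as many, as it did for the genes in the CC at an adjusted p under 0.01. The other splits gave up to 99 genes between P7 and P10 in the CC and up to 41 between P10 and P42. For the difference between the Cb and Cx in the change from P7 to P10, 0 genes passed and 1155 of 20917 had an unadjusted p under 0.05. Every split then gives as many by construction (40 of 40 drawn), and the splits say nothing about this count.

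Mrc1 RNA was higher in the Cx than in the CC and Cb at P7, whereas the paper's staining found its protein in the CC and not in the Cx. Border macrophages in the cortical sort are argued against by their 6 markers with low values in every group (Lyve1, Pf4, Cbr2, Ms4a7, Siglec1 and Folr2), which summed to 36.7 CPM in the Cx, 91.4 in the CC and 62.0 in the Cb. All 8 border macrophage markers summed to 588 ± 15.4 (SD, n = 3) CPM in the Cx, 880 ± 48.1 (SD, n = 3) in the CC and 498 ± 30.1 (SD, n = 3) in the Cb. A single cortical library is argued against by the lowest Cx value of 684 CPM. The same values leave border macrophages in the CC and Cb sorts open. A difference between regions stays open as a hypothesis.

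At P42, 120 genes were called between the Cb and Cx, against 31 at P10. Granule cell RNA is argued against by its 8 markers, which summed to 1.39 CPM in the Cb at P42 and 3.64 at P10. Library size is argued against by 118 genes at P42 and 29 at P10 after thinning to 22761090 reads. With the mean log2 CPM of the dissociation genes of each library as a covariate, 62 genes were called at P42 and 26 at P10. A response to dissociation may therefore account for part of the genes but not for the whole excess. Those 12 genes summed to 1004 ± 91.4 (SD, n = 4) CPM in the Cb, 770 ± 72.7 (SD, n = 4) in the CC and 621 ± 94.9 (SD, n = 4) in the Cx at P42.

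Genes of the red cell list were higher in every Cb than in every Cx library at P10 for 5 of 5 genes, with sums of 114 ± 13.4 (SD, n = 4) CPM in the Cb and 3.21 ± 5.99 (SD, n = 4) in the Cx, and Hbb-bs alone at 69.2 CPM. Red cell RNA in the cerebellar sort is a candidate source. Reads of Hbb-bs and Hbb-bt can be shared between these paralogs.

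The priming genes were also higher in the CC (median log2 fold change 1.76) and Cb (2.60) than in the Cx at P42, with 3 and 5 of the 12 genes past the threshold, and 7 and 10 adjusted over the list alone. In fits of only the groups compared the 3 in the CC (Anxa5, Clec7a and Igf1) and Igf1 in the Cb lost the call, as did Anxa5 in the CC and Igf1 in the Cb with limma-voom. Border macrophages in the CC are argued against by the 6 markers with low values, which summed to 3.48 CPM there and 3.76 ± 0.699 (SD, n = 4) in the Cx. In the Cb they summed to 15.1 ± 6.58 (SD, n = 4) CPM, with every library above every Cx library, so that border macrophages there are a candidate source of part of the difference. All 8 markers, 2 of them above 50 CPM in some group, summed to 165 CPM in the Cb, 178 in the CC and 203 in the Cx. A difference between regions stays open as well.

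The 20 cell division genes summed to 2587 ± 186 (SD, n = 3) CPM in the Cx, 1509 ± 160 (SD, n = 3) in the CC and 1253 ± 114 (SD, n = 3) in the Cb at P7, and to 15.1 CPM or less in each region at P42. A single library is argued against by the lowest Cx value of 2370 CPM. Fewer genes were detected in the CC at P42 than in the other regions, and smaller libraries are argued against by the gap of 215 genes between the highest CC library and the lowest library of the other regions after thinning.

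Among the other lists, group means at all ages ranged from 145 to 243 CPM for oligodendrocyte, 4.81 to 24.6 for neuron, 56.3 to 251 for astrocyte, 2.90 to 21.0 for endothelial (4 of 6 genes), 0.0102 to 3.87 for neutrophil (4 of 6 genes), 5.59 to 17.3 for monocyte and 64250 to 154400 for homeostatic markers.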
